# ADAMTS-9 in Mouse Cartilage Has Aggrecanase Activity That Is Distinct from ADAMTS-4 and ADAMTS-5

**DOI:** 10.3390/ijms20030573

**Published:** 2019-01-29

**Authors:** Fraser M. Rogerson, Karena Last, Suzanne B. Golub, Stephanie J. Gauci, Heather Stanton, Katrina M. Bell, Amanda J. Fosang

**Keywords:** aggrecan, aggrecanase, ADAMTS, cartilage, arthritis

## Abstract

A disintegrin and metalloproteinase with thrombospondin motifs (ADAMTS)-4 and ADAMTS-5 are the principal aggrecanases in mice and humans; however, mice lacking the catalytic domain of both enzymes (TS-4/5∆cat) have no skeletal phenotype, suggesting there is an alternative aggrecanase for modulating normal growth and development in these mice. We previously identified aggrecanase activity that (a) cleaved at E↓G rather than E↓A bonds in the aggrecan core protein, and (b) was upregulated by retinoic acid but not IL-1α. The present study aimed to identify the alternative aggrecanase. Femoral head cartilage explants from TS-4/5∆cat mice were stimulated with IL-1α or retinoic acid and total RNA was analysed by microarray. In addition to ADAMTS-5 and matrix metalloproteinase (MMP)-13, which are not candidates for the novel aggrecanase, the microarray analyses identified MMP-11, calpain-5 and ADAMTS-9 as candidate aggrecanases upregulated by retinoic acid. When calpain-5 and MMP-11 failed to meet subsequent criteria, ADAMTS-9 emerged as the most likely candidate for the novel aggrecanase. Immunohistochemistry revealed ADAMTS-9 expression throughout the mouse growth plate and strong expression, particularly in the proliferative zone of the TS-4/5-∆cat mice. In conclusion, ADAMTS-9 has a novel specificity for aggrecan, cleaving primarily at E↓G rather than E↓A bonds in mouse cartilage. ADAMTS-9 might have more important roles in normal skeletal development compared with ADAMTS-4 and ADAMTS-5, which have key roles in joint pathology.

## 1. Introduction

The weight-bearing properties of articular cartilage are conferred by the large and highly charged glycosaminoglycan side chains that are present on the proteoglycan aggrecan. In arthritic disease, the resilience of cartilage is compromised when large aggrecan aggregates are degraded by aggrecanases that are members of the ADAMTS (a disintegrin and metalloproteinase with thrombospondin motifs) family of zinc-dependent enzymes within the metzincin family of metalloproteinases. The principal aggrecanases thought to be responsible for aggrecan degradation are ADAMTS-4 [1] and ADAMTS-5 [2].

These enzymes were originally identified by their ability to cleave the aggrecan core protein at the TEGE ^373↓374^ ALGS bond in the aggrecan interglobular domain (IGD) [3,4,5] and at four additional sites within the chondroitin sulphate (CS)-rich region [6,7] (Figure 1) in response to stimulation with pro-catabolic agents, such as interleukin-1-alpha (IL-1α), IL-1β and retinoic acid. In contrast, ADAMTS-1 [8], -8 [9], -9 [10,11], -16 [11] and -18 [11] were thought to have only weak activity against aggrecan, in vitro and in vivo.

In the course of our studies, we identified a new aggrecanase activity that was present in cartilage explants from mice deficient in both ADAMTS-4 and ADAMTS-5 catalytic activity (TS-4/5∆cat mice) [13]. We found that retinoic acid treatment of TS-4/5∆cat cartilage explants did not stimulate aggrecanase activity at the classical TEGE ^373↓374^ ALGS or TAQE ^1572↓1573^ AGEG sites, but instead at the FREEE ^1467↓1468^ GLGS and SSELE ^1279↓1280^ GRGTI sites located in the chondroitin sulphate-rich region of the core protein (Figure 1). Thus, retinoic acid stimulates the expression of a novel aggrecanase activity in TS-4/5∆cat cartilage. This unexpected finding reveals that the substrate specificity of this unknown enzyme is distinct from ADAMTS-4 and -5. In addition, and in contrast to ADAMTS-4 and ADAMTS-5, the activity of the novel aggrecanase is stimulated by retinoic acid, but not by interleukin-1α (IL-1α) treatment [13].

In order to identify this novel aggrecanase, we cultured mouse femoral head cartilage explants from wildtype and TS-4/5∆cat mice. We used discrimination between the known effects of IL-1α and retinoic acid on the up-regulation of aggrecanase activity to screen for candidate extracellular proteinases whose mRNA expression levels were specifically increased by retinoic acid, but not by IL-1α treatment. Our results reveal that ADAMTS-9 is a major aggrecanase in TS-4/5∆cat mice, raising the possibility that ADAMTS-9 might be active in cartilage, in vivo, in the presence of inhibitors designed to block ADAMTS-4 and ADAMTS-5 activity.

## 2. Results

### 2.1. Retinoic Acid Regulates the Expression of a Novel Aggrecanase Activity via a Transcriptional Mechanism

We previously identified a novel aggrecanase activity that cleaves aggrecan in the CS-rich region in cartilage explants from mice deficient in both ADAMTS-4 and ADAMTS-5 [13]. Since this novel activity is stimulated by treatment with retinoic acid, but not IL-1α, we reasoned that the differential in susceptibility to retinoic acid and IL-1α could be used to identify aggrecanase candidates by microarray. We first confirmed that retinoic acid stimulates aggrecanolysis in TS-4/5∆cat cartilage via a transcriptional mechanism by culturing TS-4/5∆cat cartilage explants in the presence or absence of the transcriptional inhibitor, actinomycin D. Western blot analysis of the conditioned media showed that retinoic acid treatment stimulated the release of the aggrecan FREEE ^1467^ neoepitope from TS-4/5∆cat cartilage into conditioned medium (Figure 2a, lane 3), compared with the untreated control (Figure 2a, lane 1). However, the retinoic acid-induced increase in FREEE ^1467^ neoepitope was blocked in the presence of actinomycin D (Figure 2a, lane 4), confirming that the effects of retinoic acid in this system were indeed transcription-dependent. The chondrocytes remained viable in culture for a further 6 days in the presence or absence of retinoic acid, confirming that inhibition of aggrecan cleavage was not due to actinomycin-induced cell death.

### 2.2. Microarray and qPCR Studies Reveal ADAMTS-9 as a Strong Candidate for the Novel Aggrecanase

Based on our conclusion that retinoic acid exerts transcriptional control over aggrecanolysis in TS-4/5∆cat chondrocytes, we next used microarrays to shortlist genes encoding aggrecan-degrading proteinases, based on their up-regulation in response to retinoic acid but not IL-1α treatment. 

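The arrays measured RNA from femoral head cartilage of 3-week-old TS-4/5∆cat mice cultured for 3 days without treatment, with 10 ng/mL IL-1α or with 10 µM retinoic acid. Each bead array carries many copies of short probes, and the brightness of a probe rises with the amount of its transcript in the RNA. The authors deposited 1 table of probe intensities for 12 arrays, with no background subtraction and no normalization, together with a detection score for each probe. The sample labels give 4 arrays per treatment, 2 from each of 2 lines of TS-4/5∆cat mice, named Donut and Gertrude, and the lines were hybridised as batch 1 and batch 2. Line and batch are therefore the same division of the arrays. The paper gives 3 unpooled mice per treatment and does not identify their arrays, so all 12 arrays were used. The labels describe 4 explants in each well and a period in serum before treatment, whereas the paper describes serum-free culture.
The table holds 46632 probes for 34509 gene symbols. The median raw intensity of an array was between 34.3 and 63.3. The number of probes detected above background was 14959 to 19485 on the untreated arrays (median 15913.5), 13786 to 17212 with IL-1α (median 15355.5) and 14467 to 17144 with retinoic acid (median 15853.5). Batch 1 gave 13786 to 14965 detected probes per array and batch 2 gave 16732 to 19485. The detection scores rise with intensity on every array (Spearman correlation across probes of 0.9956 to 0.9988), so they were read as 1 minus a detection p-value.
Intensities were background-corrected and quantile-normalized together with limma's neqc function (offset 16), and put on a log2 scale. The paper names this function and the removal of probes not detected, and gives no threshold for detection. Here the 18200 probes with a detection p under 0.05 on at least 4 arrays were kept. A linear model with treatment and a factor of 4 levels for batch and biological replicate was fitted to all 12 arrays, and p-values were adjusted by the Benjamini-Hochberg method. After normalization, arrays of the same treatment and batch had correlations of 0.983 to 0.995 across the kept probes. Arrays of the same treatment in different batches had correlations of 0.868 to 0.902, lower than the 0.932 to 0.968 between different treatments of the same batch. At an adjusted p under 0.05, limma called 5656 probes as different between retinoic acid and IL-1α, of which 2773 were higher with retinoic acid. It called 6436 probes for retinoic acid against untreated and 5334 for IL-1α against untreated. Without batch and replicate in the model, the count for retinoic acid against IL-1α was 1984. In the model with batch and replicate, the count was 1533 when a fold change above 2 was required as well.
The treatments were checked on genes known to respond to them. Cyp26a1 (probe ILMN_2691295) was undetected on all untreated and IL-1α arrays and had a log2 intensity of 9.39 ± 0.34 (SD, n = 4 arrays) with retinoic acid, at least 17.5-fold above IL-1α. This bound sets the mean of the brighter group against the lowest detected signal on each array of the other group. Cyp26b1 (ILMN_1259931) rose from 9.81 ± 0.54 (SD, n = 4) untreated to 13.75 ± 0.53 (SD, n = 4) with retinoic acid. Its retinoic acid mean in batch 2, 14.21, is near the highest normalized value of 14.24, so this rise is not an exact size. Nos2 (ILMN_1223499), a gene induced by IL-1, was undetected except with IL-1α, where it was at least 14.1-fold above untreated. Rarb and Dhrs3 were at least 5.29-fold and 2.83-fold higher with retinoic acid than with IL-1α. Lcn2 and Saa3 were already bright in untreated cultures, at 12.93 ± 0.19 and 13.20 ± 0.56 (SD, n = 4), and their means with IL-1α, 13.97 and 13.99, are near the highest normalized value on any array, 14.24. Their changes with IL-1α, 1.04 for Lcn2 (adjusted p = 0.0217 from limma) and 0.79 for Saa3 (adjusted p = 0.373 from limma), are therefore not exact sizes. For each of them all 4 IL-1α arrays were above all 4 untreated arrays (two-sided exact permutation test, p = 0.0286). The call for Lcn2 was lost, with an adjusted p from limma of up to 0.0835, without either untreated array of batch 1 or either IL-1α array of batch 2. The Il6 probe was not kept.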

We focused on enzyme families known to cleave aggrecan, including the a disintegrin and metalloproteinase (ADAM), ADAMTS, matrix metalloproteinase (MMP), cathepsin and calpain families. 

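By gene symbol, the array carries 100 genes of these 5 families, namely 28 ADAM, 19 ADAMTS, 23 MMP, 18 cathepsin and 12 calpain genes. The filter on detection kept 48 of them, of which 8 were ADAM, 11 ADAMTS, 12 MMP, 11 cathepsin and 6 calpain genes. A gene with several kept probes was represented by the brightest one. The probes for Adamts5, Adamts8 and Adamts16 were not kept, because they were detected on at most 1 array. Adamts4 was kept and differed little between retinoic acid and IL-1α, with a log2 fold change of 0.48 (standard error 0.17, adjusted p = 0.0447 from limma). The 8 arrays overlapped (two-sided exact permutation test, p = 0.0571). The call was lost, with an adjusted p from limma of up to 0.186, when any of 7 arrays was left out, which were both untreated arrays of batch 1, the untreated replicate 1 array of batch 2 and the 4 treated arrays of batch 2. In batch 1 the log2 difference was 0.05 and in batch 2 it was 0.90.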

The results presented as a volcano plot in Figure 2b show that only three genes matched these criteria: *Adamts-9*, *Mmp-11* and *Calpain-5* (Figure 2b). 

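A gene was counted as matching when retinoic acid raised it more than 1.5-fold over IL-1α and over untreated, both at an adjusted p under 0.05, and IL-1α did not raise it in the same way over untreated. Of the 48 genes kept, 12 passed against IL-1α, 11 passed against untreated and 5 were raised by IL-1α. The criteria together left 8 genes, and the number adjusted over the list alone was also 8. They were Adamts9, Mmp11, Adamts15, Mmp14, Ctsc, Capn5, Mmp2 and Adamts1.
Adamts9 (ILMN_1257724) had a log2 intensity of 11.14 ± 0.54 (SD, n = 4 arrays) with retinoic acid, 7.02 ± 0.53 (SD, n = 4) with IL-1α and 7.22 ± 0.52 (SD, n = 4) untreated. The log2 fold change of retinoic acid over IL-1α was 4.12 (standard error 0.12, adjusted p = 1.38e-10 from limma). Over untreated it was 3.92, and IL-1α against untreated gave -0.20 (adjusted p = 0.236 from limma). All 4 retinoic acid arrays were above all 4 IL-1α arrays (two-sided exact permutation test, p = 0.0286, the smallest that 4 arrays against 4 allow). In batch 1 the 2 retinoic acid arrays read 10.71 and 10.66, the IL-1α arrays 6.40 and 6.76 and the untreated arrays 6.95 and 6.63. In batch 2 they read 11.45 and 11.75, 7.35 and 7.57, and 7.59 and 7.72 in the same order. The other 2 Adamts9 probes were detected on 1 and 2 arrays, all treated with retinoic acid, and were not kept.
Mmp11 (ILMN_2696711) reached 9.54 ± 0.24 (SD, n = 4) with retinoic acid, against 7.36 ± 0.49 (SD, n = 4) with IL-1α and 7.20 ± 0.30 (SD, n = 4) untreated. Its log2 fold change over IL-1α was 2.18 (standard error 0.13, adjusted p = 3.60e-08 from limma). The retinoic acid arrays read 9.73 and 9.77 in batch 1 and 9.30 and 9.37 in batch 2. The IL-1α arrays read 7.85, 7.71, 6.93 and 6.95, and the untreated arrays 7.33, 7.55, 7.01 and 6.89. Capn5 (ILMN_2627566) was at 8.64 ± 0.22 (SD, n = 4) with retinoic acid, 7.39 ± 0.27 (SD, n = 4) with IL-1α and 7.91 ± 0.42 (SD, n = 4) untreated. Its fold change over IL-1α, 1.25 on the log2 scale (standard error 0.12, adjusted p = 4.86e-06 from limma), was made up of a rise of 0.73 over untreated with retinoic acid and a change of -0.53 with IL-1α (adjusted p = 0.00676 from limma). Its retinoic acid arrays read 8.79, 8.85, 8.56 and 8.36, its IL-1α arrays 7.64, 7.57, 7.06 and 7.27, and its untreated arrays 8.26, 8.30, 7.60 and 7.50. Within batch 1 the log2 fold changes over IL-1α were 4.10 for Adamts9, 1.97 for Mmp11 and 1.21 for Capn5, and within batch 2 they were 4.14, 2.40 and 1.29. The effect of retinoic acid against IL-1α did not differ detectably between the batches for Adamts9, Mmp11 or Capn5, whose adjusted p-values from limma for that difference were 0.931, 0.21 and 0.837. In simulated data with 200 changed probes this test recovered only 2% of differences of 1 on the log2 scale. With the 1777 probes called in the data its cutoff is less strict, and it called Adamts4 at a difference of 0.84. That share therefore does not carry over, but a difference of 1 may still be missed.
Among the other 5 genes, the log2 fold change over IL-1α was 2.01 for Adamts15, 1.66 for Mmp14, 1.54 for Ctsc, 1.02 for Mmp2 and 0.97 for Adamts1. Mmp14 and Mmp2 had means of 13.08 and 13.21 with retinoic acid, where the highest normalized value was 14.24, so their sizes are not exact. The retinoic acid and untreated arrays of Adamts15 overlapped over both batches (two-sided exact permutation test, p = 0.171). This test ignores batch, and untreated Adamts15 had a mean of 7.44 in batch 1 and 5.46 in batch 2. Within the batches retinoic acid raised Adamts15 over untreated by 1.13 and 1.78. Over IL-1α, Ctsc rose by 0.90 in batch 1 and by 2.19 in batch 2. Over untreated, Ctsc rose by 1.19 and 1.57 within the batches, and over both batches these arrays overlapped (two-sided exact permutation test, p = 0.0857). Adamts1 was dim, detected on 3 of 4 retinoic acid arrays and 2 of 4 IL-1α arrays, and over both batches its groups overlapped (two-sided exact permutation test, p = 0.171). In batch 2 the retinoic acid arrays read 7.35 and 6.83 and the IL-1α arrays 5.78 and 5.34, a difference of 1.53. In batch 1 it was undetected on both IL-1α arrays and on 1 of 2 retinoic acid arrays. Mmp9 rose by 0.97 over IL-1α and was excluded because IL-1α also raised it, by 0.61 over untreated. Its mean with retinoic acid was 13.17, so the 0.97 is not an exact size either. Adamts12, Adamts2 and Adamts3 passed only against IL-1α, which lowered them. Without batch and replicate in the model 5 genes matched, Adamts9, Ctsc, Mmp11, Mmp14 and Mmp2, so that Adamts15, Capn5 and Adamts1 were lost. With a 2-fold limit 6 matched, without Capn5 and Adamts1, and with the comparison against IL-1α as the only criterion 12 did.

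**Figure D1:**
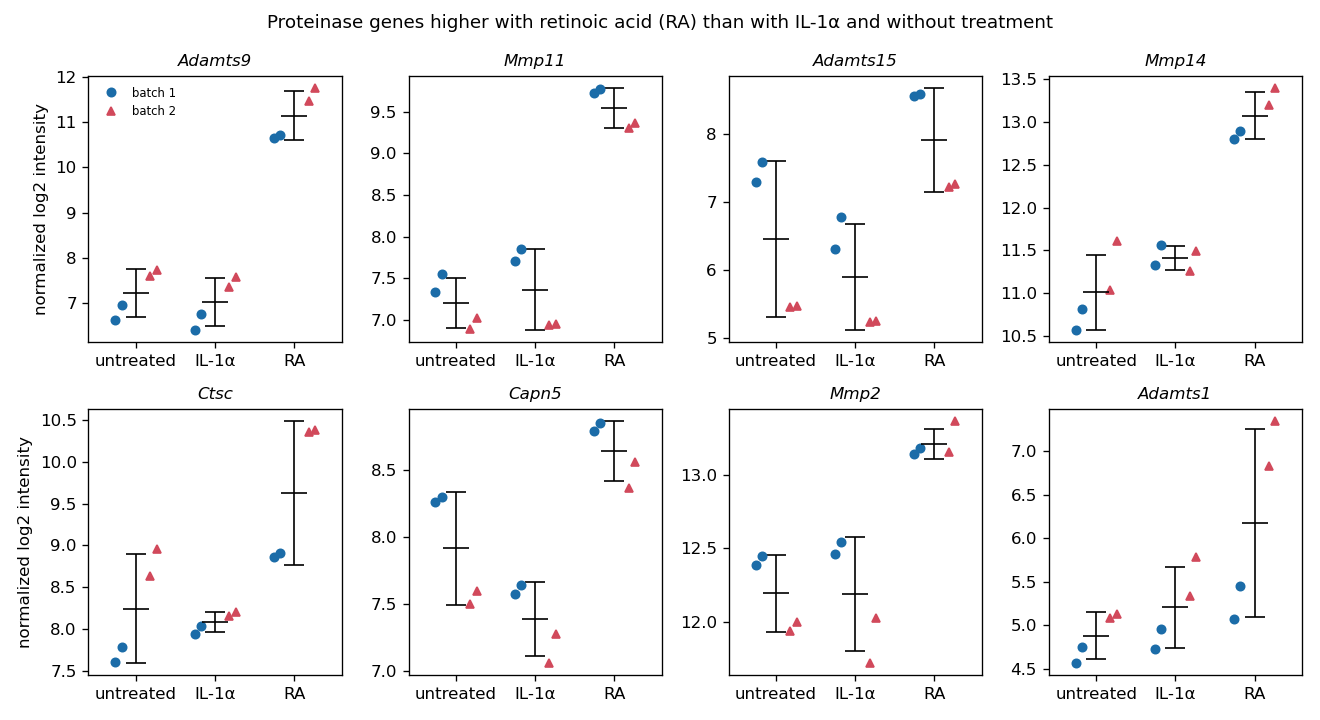
Normalized log2 intensity of the 8 matching genes in untreated, IL-1α and retinoic acid cultures, with a point for each array (circles, batch 1, and triangles, batch 2) and the mean ± SD of 4 arrays as a bar. The retinoic acid arrays of Adamts9 lie between 10.66 and 11.75, and its other arrays between 6.40 and 7.72.

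The paper reasons that the aggrecanase activity, which answers to retinoic acid and not to IL-1α, can be traced through genes with the same difference in response, and on this basis it takes Adamts-9, Mmp-11 and Calpain-5 forward as candidates.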

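For the ADAM and cathepsin families, 19 genes were kept and compared between retinoic acid and IL-1α. By the brightest probe of each gene, all 8 ADAM genes lay within 1.5-fold, and so did 8 of 11 cathepsin genes. The log2 fold changes of retinoic acid over IL-1α for the ADAM genes were from -0.47 to 0.58. Among these cathepsin genes, Ctsa gave -0.01 by its brightest probe and 1.01 by its other kept probe. The cathepsin gene Ctsc was higher with retinoic acid. The 2 other cathepsin genes were higher with IL-1α. Ctsg (ILMN_1220236) had a log2 intensity of 8.71 ± 0.58 (SD, n = 4 arrays) with IL-1α, 5.40 ± 0.33 (SD, n = 4) with retinoic acid and 7.86 ± 1.27 (SD, n = 4) untreated. Its log2 fold change of retinoic acid over IL-1α was -3.31 (standard error 0.40, adjusted p = 3.07e-05 from limma), and its level with retinoic acid was detected on 2 of 4 arrays. Against untreated, IL-1α changed Ctsg by 0.85 (adjusted p = 0.129 from limma) and retinoic acid by -2.46 (adjusted p = 3.56e-04 from limma). Ctsw (ILMN_2721399) was at 6.03 ± 0.44 (SD, n = 4) with IL-1α and at 5.15 ± 0.28 (SD, n = 4) untreated, and was undetected on all 4 retinoic acid arrays, so that IL-1α was at least 1.79-fold above retinoic acid (adjusted p = 1.66e-05 from limma). In batch 1 Ctsg was undetected on both retinoic acid arrays and at least 14.4-fold higher with IL-1α, and in batch 2 retinoic acid over IL-1α gave -2.56. Limma called a difference between the batches (adjusted p = 0.00759). For both genes all 4 IL-1α arrays were above all 4 retinoic acid arrays (two-sided exact permutation test, p = 0.0286). The count of 2 genes was 0 when probes had to be detected on all 12 arrays, which removes both, and 1 when the detection p had to be under 0.01.

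**Figure D2:**
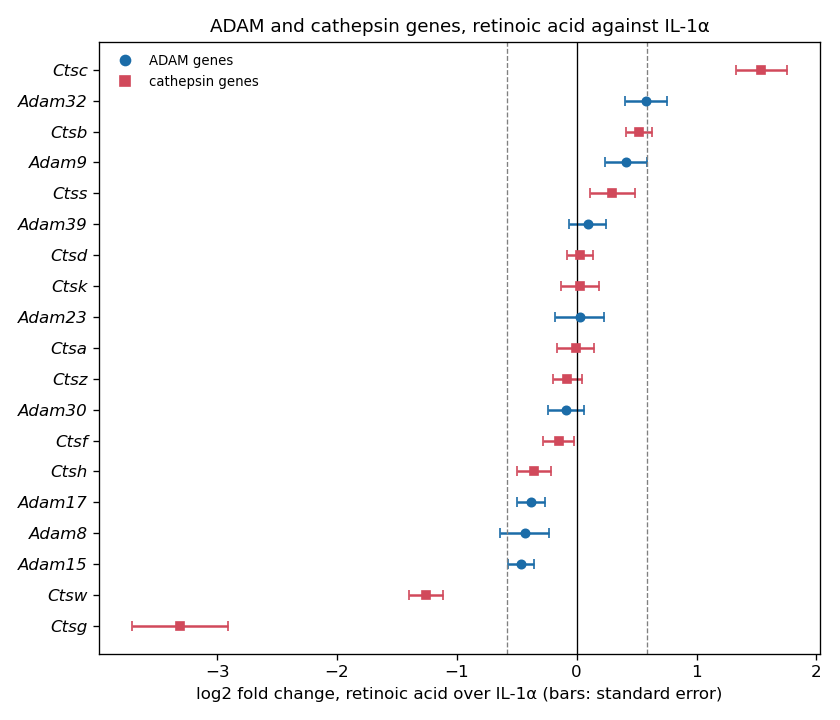
Log2 fold change of retinoic acid over IL-1α, with its standard error, for the 19 ADAM (circles) and cathepsin (squares) genes kept, the dashed lines marking 1.5-fold in either direction. Ctsg at -3.31 and Ctsw, drawn at its fitted value of -1.26 although undetected with retinoic acid, lie left of the lines and Ctsc lies right of them.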

There was no increase greater than 1.5-fold in the expression of any ADAM or cathepsin gene in IL-1α-treated compared with retinoic acid-treated cultures.

To validate the microarray expression data, we used qPCR to measure the expression of key genes in cultured chondrocytes from TS-4/5∆cat mice. The results shown in Figure 3 confirm the up-regulation of mRNA expression for *Adamts-5* (Figure 3a), *Mmp-13* (Figure 3b) and *Mmp-11* (Figure 3d) by both IL-1α and retinoic acid, as reported previously, thus excluding these enzymes as the novel aggrecanase. The expression of *Calpain-5* was only weakly increased by IL-1α and retinoic acid (Figure 3c) and was therefore also considered not to be an aggrecanase. Overall, the mRNA data suggested that ADAMTS-9 was the strongest and most likely candidate for the novel aggrecanase. Figure 3e shows that while *Adamts-9* mRNA expression is increased by treatment with retinoic acid, there is no increase in *Adamts-9* gene expression induced by IL-1α. Similarly, retinoic acid, but not IL-1α, increased the expression of ADAMTS-9 protein detected as a band of approximately 200 kDa by Western blot (Figure 3f).

### 2.3. The Novel Aggrecanase is Inhibited by TIMP-3

Tissue inhibitor of metalloproteinase (TIMP)-3 is a potent endogenous inhibitor of ADAMTS and MMP family members [14]. We therefore used sensitivity to inhibition with TIMP-3 to further confirm the identity of the novel aggrecanase and found that when femoral head explants from TS-4/5∆cat mice were incubated with retinoic acid in the presence or absence of 500 nM TIMP-3, aggrecan cleavage at the FREEE ^1467↓1468^ GLGSV site was inhibited (Figure 4a, lane 5). An additional FREEE ^1467^ band migrating at approximately 50 kD and most likely the SSELE ^1279_1467^ FREEE fragment previously identified in human cartilage [15] was also generated in the presence of retinoic acid (Figure 4a, lanes 2 and 3) but blocked by high concentrations of TIMP-3 (Figure 4a, lane 5). As a control for the potency of TIMP-3 inhibition, cleavage at the MMP-sensitive DIPEN ^342↓343^ FFGVG site was also examined. TIMP-3 blocked cleavage at DIPEN ^342↓343^ FFGVG at the same high concentration (Figure 4b, lanes 4 and 5).

### 2.4. ADAMTS9 Expression and Aggrecanase Activity in the Growth Plate

Finally, we used immunohistochemistry to compare sites of ADAMTS-9 expression and aggrecanase activity in sections of the 3-week mouse growth plate. For both genotypes, FREEE ^1467^ neoepitope was present in selected regions of the growth plate including the proliferative zone (Figure 5a,b,e,f; P) and a thin layer of cells surrounding the secondary centre of ossification (Figure 5a,b,e,f; right-pointing arrow). The staining surrounding the secondary centre was more punctate in sections from TS-4/5∆cat mice (Figure 5e,f) than from wildtype mice (Figure 5a,b). FREEE ^1467^ neoepitope was also present at the metaphyseal border in wildtype mice (Figure 5a,b; left-pointing arrow) but was absent at this site in TS-4/5∆cat mice (Figure 5e,f). The different patterns of FREEE ^1467^ immunostaining at the metaphyseal border in wildtype mice, compared with TS4/5∆cat mice, suggest that FREEE ^1467^ immunoreactivity in the growth plate is a product of ADAMTS-4 and/or ADAMTS-5 activity. We therefore conclude that ADAMTS-9 is not essential for aggrecanase activity at the metaphyseal border.

Unlike the limited staining for the aggrecan FREEE ^1467^ neoepitope seen in wildtype growth plates (Figure 5 a,b,e,f), ADAMTS-9 immunostaining was strong throughout all zones of the wildtype growth plate, including the metaphysis (M), proliferative zone (P), hypertrophic zones (H) and in bony spicules (*diagonal dotted arrows*) protruding into the calcified region of the hypertrophic zone (Figure 5c,d). In contrast, there was no immunostaining for ADAMTS-9 in the hypertrophic/pre-hypertrophic zones (H) of the growth plate in TS4/5∆cat mice (Figure 5g,h). One interpretation of this unintuitive staining pattern is that ADAMTS-9 is not expressed in the hypertrophic zone (Figure 5g,h). However, a more likely interpretation is that the physical entrapment of residual, undegraded and highly charged aggrecan in the hypertrophic zone blocks diffusion of immunoreagents into this region of the sections, producing a false negative result.

## 3. Discussion

ADAMTS-9 is a multi-domain proteinase with key roles in the remodelling of extracellular matrices during growth and development [16,17,18,19,20,21]. Versican is a major substrate for ADAMTS-9, and in this study we show that the related proteoglycan, aggrecan, which is highly expressed in joint cartilage, is also a substrate for ADAMTS-9. Our results suggest that unlike ADAMTS-4 and ADAMTS-5, which are widely recognised as destructive aggrecanases in joint disease [22,23], the aggrecanolytic activity of ADAMTS-9 might be more important for normal joint development [18] than for pathology.

Previous studies in wildtype mice have reported the mRNA expression of ADAMTS-9 in chondrocytes and cartilage explants [20,21]; however, in the presence of ADAMTS-4 and ADAMTS-5 expression, it has not been possible to show direct evidence of ADAMTS-9 activity. Here, we have used TS-4/5∆cat mice to show that ADAMTS-9 is a bona fide aggrecanase with activity, not at the classical TEGE ^373↓374^ ALGS site in the IGD and TAQE ^1572↓1573^ AGEG site in the C-terminal domains, but instead ADAMTS-9 cleaves at FREEE ^1467↓1468^ GLGSV and SELE ^1279↓1280^ GRGT sites located centrally within the aggrecan core protein. These results extend previous studies, suggesting that ADAMTS-9 might also cleave at TAQE ^1771↓1772^ AGEG near the C-terminal G3 domain [10].

Our results are consistent with previous studies showing *Adamts-9* mRNA expression in neonatal growth plates [21] and in the proliferative and hypertrophic zones of the 7-week-old mouse growth plate [21]. In addition, we have used immunoreactivity against the FREEE ^1467^ neoepitope to show that TS-4/5∆cat mice express aggrecanase activity, and we propose that this activity is likely to be the product of ADAMTS-9 (Figure 5).

The distribution of FREEE ^1467^ neoepitope in the TS-4/5∆cat epiphysis suggests that ADAMTS-9 has a role in the remodelling of the secondary centre of ossification and the proliferative zone of the growth plate. However, whereas the absence of FREEE ^1467^ neoepitope at the metaphyseal border in TS4/5-∆cat mice suggests that ADAMTS-9 might not degrade aggrecan at this site, a more likely interpretation (and complication) of this staining pattern is that an accumulation of undegraded aggrecan in calcified regions of the hypertrophic zone impedes antibody penetration and compromises immunoreactivity.

Beyond the G2 domain, the aggrecan core protein is heavily decorated with glycosaminoglycan side chains. When ADAMTS-9 cleaves at FREEE ^1467↓1468^ GLGSV, the C-terminal third of aggrecan is lost from the cartilage, while the remaining N-terminal two thirds, immobilised in the cartilage by G1-domain binding to hyaluronan, provide the weight-bearing properties. Accordingly, cleavage at FREEE ^1467↓1468^ GLGSV is less deleterious for weight-bearing than cleavage in the IGD, which releases the entire CS-containing portion of aggrecan.

There are very few studies on the roles of regional aggrecanolysis. In vitro testing of cartilage explants showed that aggrecan loss mediated by IGD cleavage correlates with a loss of mechanical properties, whereas aggrecan loss due to cleavage at sites in the CS-2 domain does not appear to affect biomechanics [24]. In vivo studies to specifically explore the role of C-terminal domain cleavage have not been done, but it is widely held that C-terminal processing of aggrecan is part of normal homeostasis [25,26]. Furthermore, the proportion of C-terminally shortened aggrecan increases with age [27,28], suggesting that loss of the C-terminus is part of normal tissue maturation. Thus, ADAMTS-9 might have a role in maturation and normal cartilage homeostasis.

Alternatively, CS-2 domain cleavage might indeed have a role in cartilage pathology. In vitro evidence suggests that there is a hierarchy for aggrecanase cleavage and that cleavage in the IGD occurs after cleavage in the CS-2 domain [29,30,31]. If CS-2 domain cleavage is a prerequisite for IGD cleavage, then a CS-2 aggrecanase such as ADAMTS-9 might initiate an aggrecan-degrading cascade. Aggrecan fragments resulting from CS-2 domain cleavage are elevated in human synovial fluids following knee joint injury [32], raising the possibility that ADAMTS-9 contributes to the production of G3-containing fragments from injured cartilage. Furthermore, the G3 domain binds complement factors C1q and C3, thus activating the classical and alternative complement pathways [33], suggesting a possible role for ADAMTS-9 in complement regulation in inflamed joints.

## 4. Materials and Methods

### 4.1. Mice

The TS-4/5∆cat mice deficient in both ADAMTS-4 and ADAMTS-5 activity have been described previously [13]. The ∆-cat mice were bred from the TS-4 ∆-cat and TS-5 ∆-cat strains [13,22], which have in-frame deletions of exon 4 of the *Adamts-4* gene (TS-4 ∆-cat) and exon 3 of the *Adamts-5* gene (TS-5 ∆cat), encoding the respective catalytic domains [22]. Mutant ADAMTS-5 mRNA lacking exon 3 is translated and includes exons encoding the ADAMTS-5 C-terminal domain [34]. The TS-4/5∆cat mice are healthy with no abnormalities in skeletal growth or development. The Murdoch Children’s Research Institute Animal Ethics Committee approved all animal procedures under projects A605, A710, A795 and A868. Each experiment was done at least twice with a minimum of two biological replicates, except for the microarray which was done once with three mice per treatment.

### 4.2. Preparation of Primary Chondrocytes

Chondrocytes were isolated from the distal femoral and proximal tibial epiphyses of 6-day-old mice. The dissected epiphyses were digested for 1 h with 0.25% trypsin/EDTA to remove loose fibrous tissue, washed with PBS, then incubated overnight at 37 °C/5%CO_2_ with 300 U/mL collagenase II (Worthington Biochemical Corp, Lakewood, NJ, USA) in DMEM and 5% fetal bovine serum (FBS). The isolated cells were washed extensively with medium and seeded at 5 × 10^5^ cells/well in 24-well plates in DMEM, 10% FBS, 100 U/mL penicillin, 100 U/mL streptomycin, 2 mM l-glutamine and 20 mM HEPES. After 3 days in culture, the cells were washed, placed in serum-free DMEM and stimulated with either 10 ng/mL IL-1α (Peprotech, Rocky Hill, NJ, USA) or 10 µM retinoic acid (Sigma-Aldrich, St Louis, MO, USA) for a further 3 days. These concentrations of IL-1α and retinoic acid were previously confirmed by dose response to elicit maximal gene expression.

### 4.3. Culture of Femoral Head Cartilage Explants

Mouse femoral head cartilage explants were cultured as described previously [12,13]. Explants were incubated with 10 µM retinoic acid ± 10µg/mL actinomycin D (Life Technologies, Carlsbad, CA, USA) for 24 h. Conditioned medium was harvested, and the explants were washed and incubated with fresh retinoic acid for a further 6 days to confirm that actinomycin D had no adverse effect on chondrocyte activity or viability. To examine the inhibition of aggrecanase activity by tissue inhibitor of metalloproteinase-3 (TIMP-3), femoral head explants were co-cultured with 10 µM retinoic acid and 10–500 nM recombinant human TIMP-3 (a gift from Professor Hideaki Nagase, UK) and then analysed for aggrecanase products by Western blotting.

### 4.4. Western Blotting

To detect aggrecan neoepitopes, conditioned media from mouse femoral head cultures were dialysed against proteinase inhibitors and deglycosylated as described previously [34]. Deglycosylated samples were resolved by reducing SDS-PAGE on 4–20% gradient 7TGX gels (Bio-Rad, Hercules, CA, USA) and then transferred to polyvinylidene difluoride membranes. Aggrecan degradation was analysed using polyclonal antibodies [35] that recognise the FREEE ^1467^ neoepitope [36], created by aggrecanase cleavage in the CS-rich region, and the DIPEN ^341^ neoepitope [37], created by MMP cleavage in the IGD. To detect ADAMTS-9 protein, conditioned medium from primary chondrocyte cell cultures was blotted and detected with anti-ADAMTS-9 antibody from Abcam (Cambridge, UK), used at 1 μg/mL and detected with anti-rabbit-HRP (1:2000) from Dako (Jena, Germany). The volume of medium loaded was determined empirically for each neoepitope examined and results were normalised to the values for total aggrecan as described previously [12,13]. The anti-DIPEN and anti-FREEE antibodies were used at a concentration of 5 μg/mL.

### 4.5. Microarray Analysis

Femoral head cartilage explants harvested from 3-week-old TS-4/5∆cat mice were cultured for 3 days in serum-free DMEM containing 100 U/mL penicillin, 100 U/mL streptomycin, 2 mM l-glutamine and 20 mM HEPES. The explants were either (i) unstimulated, (ii) stimulated with 10 ng/mL recombinant human IL-1 or (iii) stimulated with 10 µM retinoic acid. These concentrations of IL-1α and retinoic acid stimulated maximal aggrecan loss from cartilage explants as described previously [13]. After treatment, the explants were snap frozen and stored at −80 °C. Three separate mice (unpooled) were included for each treatment. Total RNA from frozen, crushed cartilage samples was isolated using the RNeasy kit (Qiagen, Hilden, Germany) and the RNA quality was assessed by BioAnalyser. The microarray analyses were done under contract at the Australian Genome Research Facility using the Illumina Sentrix Mouse 1.1 chip. The data were analysed using the R limma package from Bioconductor, utilising the neqc function (quantile normalisation) with non-detected probes removed and a factor included for batch and biological replicates in the linear mode [38]. The microarray data is available at Gene Expression Omnibus (GSE110754).

### 4.6. Quantitative Real-Time Polymerase Chain Reaction (qPCR) Analysis of mRNA Expression

To validate the microarray data identifying the putative aggrecanases, mRNA expression of the candidates was analysed by real-time quantitative PCR (qPCR) with probes and primers from the Universal Probes Library (UPL) (Roche, Basel, Switzerland). The ∆∆Cp values derived from the Cp values determined by the Roche Light Cycler 480 were calculated for each gene and normalised against the geometric mean of the genes *Rpl10* and *Rpl26* [39], two reference genes specific for chondrocytes. The primer sequences used for mouse *Mmp13*, *Mmp11*, *Adamts5*, *Adamts9* and *calpain 5* genes are shown in Table 1.

### 4.7. Immunohistochemistry

Knee joints from 3-week-old mice were fixed in 4% (*w*/*v*) paraformaldehyde for 24 h and then decalcified in 7% EDTA/PBS, pH 7.4, for 3 weeks. Five-micron sections of paraffin-embedded epiphyses were treated with 3% (*v*/*v*) H_2_O_2_ to block endogenous peroxidase activity. Antigen retrieval included treatment with 10 mM citrate, pH 6.0, with 0.05% (*v*/*v*) Tween 20 for 30 min at 60 °C and then cooling to room temperature prior to incubation with 0.2% (*w*/*v*) hyaluronidase (Sigma) for 1 h at 37 °C. Non-specific antibody binding was reduced by treatment with 1.5% (*v*/*v*) normal goat serum. Sections were incubated with either rabbit anti-FREEE ^1467^ primary antibody (0.5 µg/mL), rabbit anti-ADAMTS-9 antibody (Abcam, Cambridge, UK; cat No 28279, 1:2000 dilution) or no primary antibody overnight at 4 °C. The following day, sections were incubated with HRP-labelled anti-rabbit IgG (Dako, Jena, Germany), visualised with diaminobenzidine and counterstained with haematoxylin.

### 4.8. Declarations Ethics Approval

The animal procedures used in this study were approved by the Murdoch Children’s Research Institute Animal Ethics Committee under ethics project numbers A605 (20 May 2008), A710 (18 April 2012) A795 (16 April 2015), A868 (17 May 2018).

### 4.9. Availability of Data and Materials

The data sets generated and analysed during this study are available in the GEO repository at accession number GSE110754.

## 5. Conclusions

The results of this study are significant in the context of continuing efforts to identify the physiological aggrecanases and to develop aggrecanase inhibitors for the clinical management of degenerative joint diseases. Overall, we show that in the absence of ADAMTS-4 and -5 activity, ADAMTS-9 is expressed and might therefore have a role in normal aggrecan remodelling during skeletal growth and development. While our findings suggest that ADAMTS-9 has important roles in skeletal growth, it is not clear what role(s), if any, ADAMTS-9 might have in pathological aggrecanolysis. In future work, it will be important to determine whether aggrecanase inhibitors targeting ADAMTS-4 and/or ADAMTS-5 might also affect ADAMTS-9 activity in adult tissues or influence endochondral ossification in developing and juvenile skeletal tissues.

## Figures and Tables

**Figure 1:**
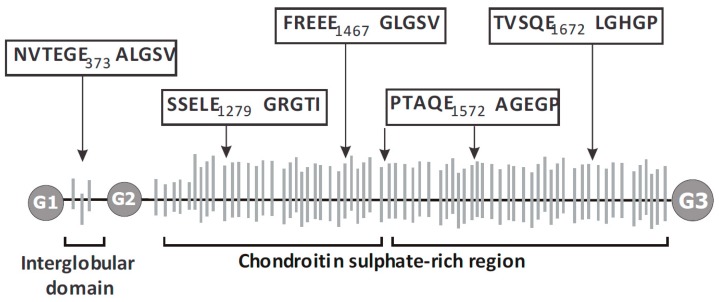
Aggrecanase cleavage sites and neoepitopes in the mouse aggrecan core protein. The domain structure of the mouse aggrecan core protein, with globular G1, G2 and G3 domains and intervening interglobular and chondroitin sulphate-rich regions are shown. The amino acid sequences flanking the conserved cleavage sites are shown in boxes with amino acid numbers at the P1 position. Modified from [12].

**Figure 2:**
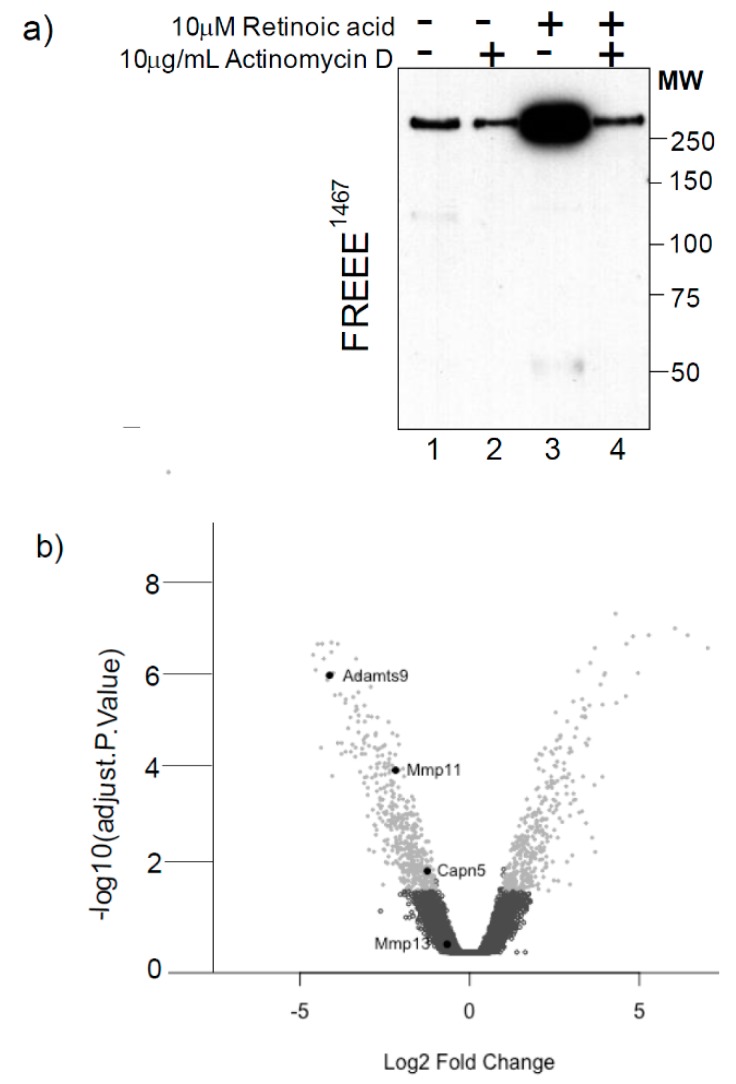
Identifying candidate aggrecanases in TS4/5∆cat mice. (**a**) Aggrecanase cleavage in TS-4/5∆cat femoral head cartilage explants, cultured untreated (lane 1) or in the presence of actinomycin D (lane 2), retinoic acid (lane 3) or both actinomycin D and retinoic acid together (lane 4) was analysed by FREEE ^1467^ neo-epitope Western blotting. (**b**) The results of the microarray studies, represented as a volcano plot, identify candidate proteinases for the novel aggrecanase.

**Figure 3:**
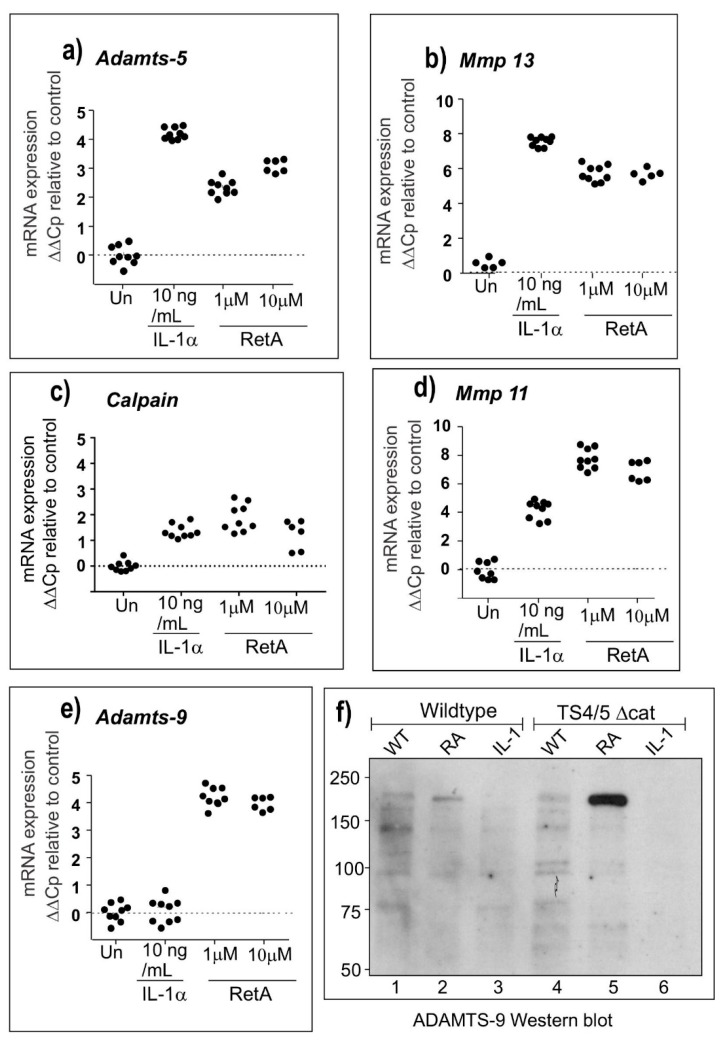
q-PCR and Western blot analyses of candidate aggrecanases. Candidate aggrecanases expressed in cultured cartilage explants were analysed by qPCR for genes including *Adamts-5* (**a**), *Mmp-13* (**b**), *Calpain* (**c**), *Mmp-11* (**d**), and *Adamts-9* (**e**). Protein extracts from Wildtype and TS4/TS5Δcat cartilage extracts were also analysed for ADAMTS-9 expression by Western blotting (**f**).

**Figure 4:**
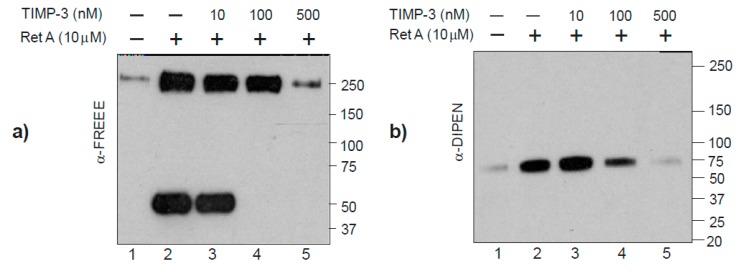
The novel aggrecanase is inhibited by tissue inhibitor of metalloproteinase (TIMP)-3. Western blot analyses show that TIMP-3 inhibits retinoic acid-induced aggrecanolysis at FREEE ^1467↓1468^ GLGSV (**a**) and DIPEN ^341↓342^ FFGVG (**b**) in TS-4/5Δcat cartilage explants.

**Figure 5:**
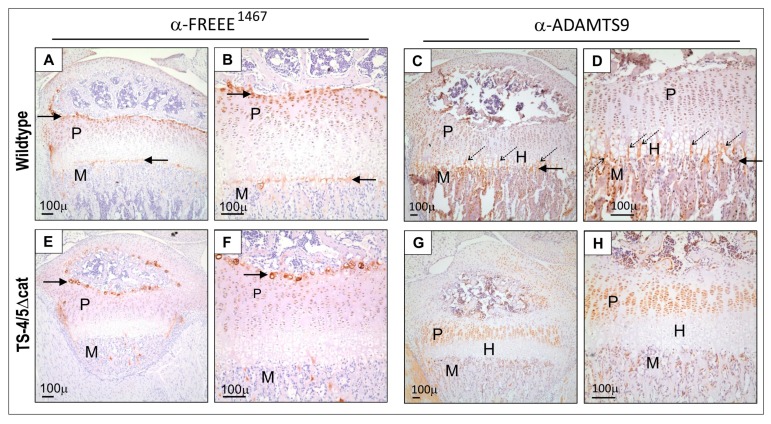
ADAMTS-9 protein and FREEE ^1467^ neoepitope are present in the 3-week-old mouse joint. M, metaphysis; P, proliferative zone of the growth plate; left-pointing arrow, metaphyseal border; right-pointing arrow, boundary of the secondary centre of ossification; diagonal dotted arrows, columns of calcified cartilage; H, hypertrophic zone of the growth plate. Panels (**a**,**b**,**e**,**f**) show staining for the FREEE ^1467^ neoepitope. Panels (**c**,**d**,**g**,**h**) show staining for ADAMTS-9 protein. Panels (**a**–**d**) show cartilage from wildtype mice. Panels (**e**–**h**) show cartilage from TS-4/5Δcat mice.

**Table 1:** Primer sequences for qPCR analyses.

Gene	Sequence
*Mmp-13* F	TCAAGGCTATGCACACTGGT
*Mmp-13* R	CACTATGGTCTTTTCAATGCCTAA
*Mmp-11* F	CAGGCCAAAAGGTACACAGC
*Mmp-11* R	CCTTTGAGGTTCCGTGTCTC
*Adamts-5* F	ATGCAGCCATCCTGTTCAC
*Adamts-5* R	CATTCCCAGGGTGTCACAT
*Adamts-9* F	ACAGCCATCAGAGAGTGCAA
*Adamts-9* R	TCCTACACAGTACTTCCCACCAT
*Calpain 5* F	CTAGCCTCCGCTCCAGTG
*Calpain 5* R	AAGAAGGGGAGGCACCTG

How the deposited data were processed for this re-analysis (not part of the article)

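Cartilage explants from the femoral heads of TS-4/5∆cat mice were cultured untreated, with IL-1α or with retinoic acid, and their RNA was measured on 12 bead arrays, 4 per treatment. Each treatment had 2 arrays in each of 2 batches, and the batches held different mouse lines. The authors deposited probe intensities on a linear scale, without background subtraction or normalization, in 1 table for both batches. The software that summarised the beads is not stated. The authors also deposited a detection score for each probe and array, under a column name that calls it a p-value. The scores rise with intensity, and 1 minus the score was used as the detection p. Every column of values belongs to 1 array by its label, and 0 columns were left without a sample.

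The intensities were processed in R 4.3.3 with limma 3.58.1. Background was estimated from the detection p-values by the neqc function, which then applied quantile normalization and an offset of 16 before log2. The background estimate of an array was between 32.3 and 55.6 on the raw scale. Probes were kept when the detection p was under 0.05 on at least 4 of the 12 arrays. This removed 28432 of 46632 probes and left 18200 probes for 14317 symbols. The filter does not use the treatment labels. The number of arrays, 4 per treatment and 2 per treatment and batch, limits the precision of every difference.

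The model, fitted with lmFit and eBayes, had a term for each treatment and a factor with 4 levels for batch and biological replicate, which follows the description in the paper's methods. It gave 3 comparisons, retinoic acid against IL-1α, retinoic acid against untreated and IL-1α against untreated. A further model with terms for treatment by batch tested whether effects differed between the batches, and a model of treatment and batch compared the batches. Adjusted p-values are from limma with the Benjamini-Hochberg method at 0.05. Exact permutation tests for single genes exchanged the 8 arrays of 2 treatments. These tests ignore batch, so a difference between the batches can make the treatments overlap and raise the p-value. Where a probe was undetected on all arrays of a group, the fold change is given as a bound, from the mean of the brighter group against the mean, over the arrays of the dimmer group, of the higher of the lowest detected signal and the probe's own signal. The lowest detected signal of an array was between 4.86 and 5.48 on the log2 scale.

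The functions were tested on simulated intensities in which 200 probes were changed by 1 or 2 on the log2 scale. For retinoic acid against IL-1α, 85.5% of the changes were recovered, with 12 other probes called among 20662. For batch 2 against batch 1, 97.5% were recovered, with 10 other probes called among 19722. For a difference of the treatment effect between batches, only 28.5% were recovered, with 1 other probe called among 20765, when the simulated spread came from the model with treatment by batch. Of the changes of 1 on the log2 scale this test recovered only 2%, where the test of retinoic acid against IL-1α recovered 74%. The changed probes were drawn from those detected on all 12 arrays, so recovery of dim probes was not measured. With the larger spread of the model without those terms, 0 of 200 were recovered among 20808 probes. The second of these 2 settings was the one written first, and the spread was changed after that result was seen. A count of effects that differ between the batches may therefore miss some of them. The simulation changed only 200 probes, fewer than the 1777 called in the data. The cutoff of the adjusted p is stricter with fewer changes, so the simulated shares do not measure the share missed in the data. For the correlation between the responses to both treatments, unchanged groups were simulated 100 times for all 12 arrays, the untreated ones included.

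Genes named in the text were fixed by a rule before the data were examined. They are the enzymes, inhibitors, substrates and reference genes of mouse cartilage that the paper names, every gene of the 5 families that passed 1.5-fold between retinoic acid and IL-1α in either direction at an adjusted p under 0.05, 4 genes each as checks of retinoic acid and of IL-1 treatment, and the 5 largest rises and 5 largest falls of retinoic acid against IL-1α with the same sign in all 4 batch and replicate pairs. Rpl10 has no probe under that symbol. A gene was represented by its kept probe of highest mean log2 intensity, or, where none was kept, by its brightest probe. The 5 largest rises and 5 largest falls were chosen as probes, so Cldn10 is given by the probe with its largest rise, which is not its brightest. Families were defined by symbol, and ADAMTS-like genes were left out. Lists of marker genes of cell types, treatments, sex and cell states were written at the same time. Gene symbols are those of the array. Of the 34509 symbols, 16333 were current symbols in the RefSeq gene table of GRCm38.p6 and 6570 more were listed there as synonyms, while 11606 were not matched. No genome coordinates were used.

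The alternatives were log2 of the intensity with a floor of 1 and no background correction, scaling to one median in place of quantile normalization, normalization within each batch, an offset of 50, no filter, detection on at least 3 or on all 12 arrays, detection p under 0.01, a model without the replicate block, a model without block and batch, array weights, only the arrays compared, other thresholds and criteria, other probes of a gene, and leaving out each of the 12 arrays. A slide block was not run, because the labels and columns give no slide. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.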

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

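Of the tests in this part, the comparison of probe pairs between batch 2 and batch 1 was chosen after its result was seen, and so were the comparisons limited to changes above 2-fold. The comparison of probe pairs for effects that differ between the batches was set before its result was looked at.

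The untreated replicate 2 array of batch 2 had 19485 detected probes, far from the other 5 arrays of that batch, whose highest number was 17212. Its estimated background, 39.6, and the spread of that background, 8.01, were the lowest of the batch. On the same array the log2 intensity of Adamts6 was 6.41, above the other 3 untreated arrays at 6.07, 6.08 and 6.12. Of 119 groups examined in this way, 2 had a sample that far from the others, and chance alone gives about 1 in 20. No biological explanation was tested, since the other untreated array of the batch received the same treatment. Leaving this array out gave 5612 probes for retinoic acid against IL-1α, where all arrays gave 5656. It moved the effects of IL-1α against untreated that differ between the batches from 968 probes to 1590.

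The effect of treatment differed between the batches for 1777 probes in retinoic acid against IL-1α, 491 in retinoic acid against untreated and 968 in IL-1α against untreated, by limma's test of the difference at an adjusted p under 0.05. Among the genes named by the rule, 15 were called for retinoic acid against IL-1α, and the fitted values of each had the same sign in both batches. The effect was more positive in batch 2 than in batch 1 by 0.84 on the log2 scale for Adamts4 and by 1.29 for Ctsc, and more negative by -1.69 for Slpi. It was also more negative for Saa3, by -4.11, for Lcn2, by -1.99, and for Mmp3, by -1.49. The means of these 3 genes with IL-1α, 13.84 to 14.10 in either batch, are near the highest normalized value of 14.24, so their sizes are not exact. Saa3 changed by -1.35 in batch 1 and by -5.46 in batch 2. The fitted values of the other 9 genes were 1.11 for Adamts1, 1.49 for Ctsg, 0.96 for Cyp26a1, 2.34 for Rarb, 1.199 for Thsd4, -0.83 for Adamts3, -2.95 for Saa1, -1.97 for Saa2 and -1.96 for Ccl5. They are no sizes of a difference, because a group of each gene was undetected on some arrays. For Adamts3, Cyp26a1 and Rarb IL-1α was undetected on 4 of 4 arrays, and for Ccl5 retinoic acid was, so that the call rests on the brighter group and does not show that the effect differed. In batch 1, Adamts1 and Thsd4 were undetected on both IL-1α arrays and Ctsg on both retinoic acid arrays, Adamts1 also on 1 of 2 retinoic acid arrays. In batch 2, Thsd4 was undetected on 1 of 2 IL-1α arrays, and Saa1 and Saa2 on 1 of 2 retinoic acid arrays.

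A difference in how single probes read between the batches is 1 technical explanation. Where 2 probes of a gene were both called for a difference of the effect, 7 of 73 pairs, or 9.59%, pointed opposite ways. In the comparison of the batches themselves the share was 33.7% (Fisher's exact test between the shares, p = 4.91e-06), and in retinoic acid against IL-1α it was 1.54% (p = 7.95e-04). The share lay between both. Among pairs in which both probes differed by more than 2-fold, the batches themselves had 38 of 234 opposite, or 16.2%, and against that share the 9.59% is not distinct (Fisher's exact test, p = 0.188). With the same 2-fold limit on the effects, 1 of 28 pairs was opposite, not distinct from the batches (Fisher's exact test, p = 0.0922) or from retinoic acid against IL-1α with 0 of 150 (Fisher's exact test, p = 0.157). Reading by single probes and a difference in transcript level cannot be told apart for these probes, as few pairs are left at a matched size. Batch and mouse line cannot be told apart, because each batch held 1 line, so a difference between the lines, between the cultures or between the hybridisations stays open.

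The changes from IL-1α to retinoic acid were largest in genes the paper does not discuss. The rises were 8.51 on the log2 scale for Inmt, 4.61 for Cyp26a1, 4.54 for Cldn10, 4.48 for Slco2b1 and 4.39 for Thsd4. The falls were -7.00 for Saa1, -6.42 for Saa2, -6.05 for Ccl5, -5.27 for Vnn3 and -4.95 for Slpi. Some of these values involve groups below detection, where a bound applies or the size is not exact. Cldn10 and Slco2b1 were undetected on 2 of 4 IL-1α arrays and Thsd4 on 3 of 4, and Saa1 and Saa2 on 1 of 4 retinoic acid arrays. Cyp26a1 was at least 17.5-fold above IL-1α. Inmt was at least 236-fold above IL-1α, and Ccl5 and Vnn3 were at least 52.1-fold and 30.2-fold lower with retinoic acid. All had the same sign in 4 of 4 batch and replicate pairs. Of the 4 kept probes of Cldn10, 3 rose by 4.20 to 4.54, the brightest by 4.34, and 1 gave -0.18. A grouping of the arrays by chance was examined with the other divisions of the 8 arrays into groups of 4, of which 34 of 35 could be fitted with batch in the model. Only 1 of the 34, the real one, gave as many called probes in retinoic acid against IL-1α, and this was also so in the other comparisons of treatments, so chance can be excluded for each. The division that follows the batches could not be fitted with batch in the model. With no batch term it gave 9903 probes in the comparison of retinoic acid and IL-1α, where the real division gave 1824.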

How the results depend on the processing

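None of the alternatives in this part was added after the data were examined.

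The count for retinoic acid against IL-1α, 5656 probes, and those against untreated, 6436 for retinoic acid and 5334 for IL-1α, stayed within 1.5 times under every alternative of normalization, filter, weights and arrays except the model without block and batch, which gave 1984, 2215 and 1327. In that model the difference between the batches enters the spread, by its construction. With a fold change above 1.5 required as well, the counts were 3527, 3970 and 3027, and 8666 for batch 2 against batch 1. With a fold change above 2 they were 1533, 1667, 958 and 4034. With each array left out in turn, they were 4594 to 5792 for retinoic acid against IL-1α, 5149 to 6472 for retinoic acid against untreated, 3725 to 5467 for IL-1α against untreated and 13156 to 13610 for the batches, where all arrays gave 13887. Where a group of a batch was left with 1 array, that array is assumed to vary like the others.

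Scaling to one median moved the balance of calls. For retinoic acid against IL-1α it gave 2865 higher and 2401 lower, where quantile normalization gave 2773 and 2883, and for retinoic acid against untreated it gave 2916 and 3148, in place of 3320 and 3116. For IL-1α against untreated it gave 2049 higher and 2925 lower, where quantile normalization gave 2767 and 2567. For the batches it gave 4615 higher in batch 2 and 9279 lower, where quantile normalization gave 6077 and 7810. For the difference of effects between the batches it gave 806 and 1636 for retinoic acid against IL-1α, in place of 958 and 819, and 499 and 307 for IL-1α against untreated, in place of 443 and 525. The cause was not tested.

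The 8 matching proteinase genes were found again without the replicate block, which gave 5938, 6752 and 5702 probes for the 3 comparisons. Without block and batch 5 genes matched. The highest number, 12, came from the comparison with IL-1α alone, and leaving out each array gave 8 to 10. Mmp17 was added with detection on at least 3 arrays, Mmp9 with array weights, and Adam32 or Mmp9 without certain arrays. Adamts1 was lost without a filter, with detection on all 12 arrays and with a detection p under 0.01. Adamts9, Mmp11 and Capn5 were called for retinoic acid against IL-1α in all 24 alternatives, with log2 fold changes of 3.80 to 4.23, 1.97 to 2.28 and 1.10 to 1.33. The 2 cathepsin genes above 1.5-fold with IL-1α became 0 with detection on all 12 arrays and 1 with a detection p under 0.01, since these filters remove dim probes. Leaving out each array gave 2 or 3 genes, the 3 including Adam8 without batch 2 retinoic acid replicate 2.

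The replicate numbers were examined for pairing through the deviations of same-numbered arrays from their group means. The correlations across probes were 0.06, 0.00 and 0.01 in batch 1, where the numbers showed no pairing. In batch 2 they were 0.18, -0.11 and 0.39, the last between IL-1α and retinoic acid. These values differ in sign, so pairing in batch 2 is neither shown nor excluded. The block was kept because the methods name it.

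The counts of effects that differ between the batches depended most on the arrays. Leaving out each array gave 497 to 2771 for retinoic acid against IL-1α, where all arrays gave 1777, the lowest without batch 2 IL-1α replicate 2 and the highest without batch 2 untreated replicate 1. It gave 149 to 684 for retinoic acid against untreated, where all gave 491, the lowest without batch 1 retinoic acid replicate 1 and the highest without batch 2 untreated replicate 2. It gave 79 to 1590 for IL-1α against untreated, where all gave 968, the lowest without batch 2 IL-1α replicate 2 and the highest without batch 2 untreated replicate 2. In all, 10, 8 and 7 of the 12 omissions moved these counts by over 1.5 times. Detection on all 12 arrays gave 1135, 119 and 538, and 8540 for the batches, with fewer probes tested. Array weights gave 615 for IL-1α against untreated. A fold change above 2 left 831 and 525 for the comparisons of IL-1α with retinoic acid and with untreated.

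Over 42 named genes and 3 comparisons, 2988 values were computed under alternatives. The side of the threshold was the same in 2902, and in 52 of these the sign changed while the gene was called under neither setting. In 61 the call was lost, 24 of them in the model without block and batch, in 20 a call was gained and in 5 the sign of a called value changed. These 5 came from other probes of a gene. For Timp3, another probe gave 0.56 for retinoic acid against untreated, not called, and 0.81 for IL-1α against untreated, and the mean of its probes gave 0.00645 for the latter. For Cldn10, another probe gave -0.18 for retinoic acid against IL-1α and 0.44 for IL-1α against untreated. The cause was not tested. On an array 29.6% to 41.8% of the probes were detected, and genes below background on nearly all arrays, such as Adamts5, could not be compared.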

Differences from the paper's values

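The paper states that 3 genes of the 5 families matched its criteria. The criteria applied here gave 8, among them the paper's genes. None of the alternatives set before the data were examined gave a number within 1.5 times of the paper's, and the range was 5 to 12. The paper does not state its thresholds for a match.

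In Fig. 2b the fold changes of IL-1α over retinoic acid are drawn, and those of Adamts9, Mmp11 and Capn5, turned to retinoic acid over IL-1α, match the values computed here. For Mmp13 the figure shows about 0.7 in Fig. 2b, read by eye and turned in the same way, where the value here is 0.10. The other Mmp13 probe gives 0.66, which is within the paper's value, and the other alternatives do not reach it.

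The adjusted p-values in that plot are larger than those computed here. For Adamts9 the -log10 of the adjusted p is about 6.0 in Fig. 2b, read by eye, and 9.86 here. The alternatives that come within 1.5 times are no filter at 6.38, the model without block and batch at 4.88, only the arrays compared at 5.47, and each of the 12 omissions of an array, and 9 alternatives do not. For Mmp11 it is about 3.9 in Fig. 2b, read by eye, and 7.44 here. No filter at 4.91, the model without block and batch at 3.91 and only the arrays compared at 4.50 come within that range, and 21 alternatives do not. For Capn5 it is about 1.8 in Fig. 2b, read by eye, and 5.31 here. Only the model without block and batch comes within the range, at 2.48, and 23 alternatives do not.

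The paper states that no ADAM or cathepsin gene was above its fold limit in IL-1α over retinoic acid cultures. Of 19 such genes kept, 17 were not. Ctsg had a log2 fold change of retinoic acid over IL-1α of -3.31, and Ctsw, undetected with retinoic acid, was at least 1.79-fold higher with IL-1α. The count was 0 only with detection on all 12 arrays, and 1 with a detection p under 0.01.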

Other observations

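The tests in this part on pairs of probes between the batches, on the Mmp13 probes, on the neutrophil genes and on the chondrocyte genes were chosen after the results were seen. That on Mmp13 was also changed after a first version, by leaving Mmp13 itself out of the genes used, and that on the chondrocyte genes was first run over both batches together and without the lists of 2 genes.

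The comparison of batch 2 with batch 1 called 13887 of 18200 probes, or 76.3%. Among 100 divisions of the 12 arrays into groups of 6, drawn from 462, only 1, the real one, gave as many, so chance can be excluded. Where 2 probes of a gene were both called, they pointed opposite ways in 586 of 1738 pairs, or 33.7%. The shares in the comparisons of treatments were 1.54%, 2.07% and 3.84%. Where both probes differed by more than 2-fold, 38 of 234 pairs, or 16.2%, were opposite between the batches and 0 of 150 between retinoic acid and IL-1α (Fisher's exact test, p = 2.07e-09). The same array design was used for every sample, so a difference in transcript level shared by the probes of a gene is excluded as the only explanation. A difference in how single probes read between the batches may account for the opposite pairs. Differences between the mouse lines, including sequence differences under a probe, stay open, as batch and line cannot be told apart.

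In cultured chondrocytes, an experiment not analysed here, the paper reports by qPCR that Adamts-5, Mmp-13 and Mmp-11 rose with both treatments, that Calpain-5 rose weakly with both and that Adamts-9 rose with retinoic acid only. The paper's abstract also names ADAMTS-5 and MMP-13 beside the candidates that its microarray found raised by retinoic acid. In the explants, the single Adamts5 probe was undetected on 11 of 12 arrays, so no change could be measured. For Adamts5 the arrays therefore cannot bear on the abstract's statement. Mmp11 rose by 2.35 on the log2 scale with retinoic acid (adjusted p = 2.32e-08 from limma) and IL-1α gave 0.16 (adjusted p = 0.36 from limma). Capn5 rose by 0.73 with retinoic acid and changed by -0.53 with IL-1α (adjusted p = 0.00676 from limma). Adamts9 rose by 3.92 with retinoic acid and changed by -0.20 with IL-1α, which was not called. The brighter Mmp13 probe, at 13.83 ± 0.12 (SD, n = 4 arrays) untreated, changed by 0.16 with retinoic acid and 0.05 with IL-1α, and neither was called. The dimmer probe rose by 1.81 with retinoic acid and by 1.15 with IL-1α. The highest normalized value on any array was 14.24, and a candidate explanation is that signal near the top of the scale compresses the change of the brighter probe. Over the 4 other genes whose brighter probe was over 13, the median ratio of its log2 change to that of the dimmer probe was 0.482, and over 82 genes with the brighter probe between 8 and 10 it was 0.926. The 4 ratios ranged from 0.259 to 0.774, so the test rests on few genes. In its first version, with Mmp13 among them, the median was lower.

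Acan, the gene of aggrecan, fell with both treatments, by -4.22 with retinoic acid and -1.56 with IL-1α, and its other probe gave -4.34 and -1.80. Untreated, these probes were at 13.26 and 13.22, near the top of the scale, so the sizes are not exact. Timp3 changed by -1.43 with retinoic acid by its brightest probe, which was at 13.11 untreated, so this size is not exact either. A dimmer probe was called lower (adjusted p = 0.0117 from limma), but it was detected on only 2 of 4 arrays in each group, so its fitted value of -1.03 is not an exact size. Another, undetected on 1 of 4 untreated arrays, gave 0.56 (adjusted p = 0.125 from limma). Adamts18 changed by -0.0047 and 0.09 and was not called. Vcan was not kept. Of the reference genes used for qPCR, Rpl26 changed by -0.19 with retinoic acid and -0.04 with IL-1α and was not called.

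The 9 chondrocyte genes of a marker list, which holds Acan, had a median log2 change of -2.83 with retinoic acid, and all 9 were called lower. With IL-1α the median was -0.82 and 6 were called lower. The median untreated level of the list was 13.26, near the top of the scale, so these medians are not exact sizes. A lower share of chondrocytes among the cells, with nothing else changed, would raise the markers of all other cell types alike. The medians with retinoic acid were 0.68 for macrophage, 0.58 for osteoclast, -0.03 for endothelial, -0.13 for red blood cell, -0.75 for osteoblast, -0.83 for skeletal muscle, -1.61 for fat and -0.78 for neutrophil and myeloid genes. These medians cover both batches, which differed for the neutrophil and myeloid genes, where limma called the difference for 5 of 6. It was also called for Alas2 and Slc4a1 of the red blood cell list, but not for the other genes of that list. Alas2 and Slc4a1 changed by -1.12 and -1.51 in batch 1 and by 0.15 and 0.05 in batch 2. In batch 1 the neutrophil and myeloid genes changed by -3.70 to -0.79, below all osteoclast genes at 0.16 to 0.87. The highest and the lowest median of that batch lay 2.41 apart. In batch 2 the highest median, 0.74 for macrophage genes, and the lowest, -1.46 for fat genes, lay 2.21 apart, and both fat genes, at -1.23 and -1.70, were below all macrophage and osteoclast genes. A lower share of chondrocytes alone therefore does not account for the changes of the other lists in either batch. Whether it accounts for the fall of the chondrocyte genes stays open. The test cannot decide that, because retinoic acid may change the other markers or cells as well. The fat list rests on 2 genes. The chondrocyte genes also fell by unequal amounts. In batch 2 the changes were -5.00 for Matn1, -4.32 for Acan and -1.84 for Sox9, which were all near the top of the scale without treatment, so these sizes are not exact. An unequal loss of some kinds of chondrocytes and a lower transcript level within them stay open, as the list does not separate kinds of chondrocytes.

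Ctsg, higher with IL-1α than with retinoic acid, is a gene of myeloid cells, and fewer marrow-derived myeloid cells in the retinoic acid cultures are a candidate explanation. In batch 1 the 6 genes of the neutrophil and myeloid list that were measured all fell from IL-1α to retinoic acid, with a median of -1.82, but by unequal amounts. Camp changed by -0.68, S100a8 by -1.55, Ltf by -1.68, S100a9 by -1.95, Ngp by -2.74 and Mpo by -3.30. Ctsg, undetected on both retinoic acid arrays of that batch, was at least 14.4-fold lower. A loss of cells of 1 kind would lower all of them alike. In batch 2 the median was -0.81, while S100a8 changed by 0.07 and S100a9 by -0.17. All 6 genes were detected on the 4 untreated arrays, S100a8 at 12.53 ± 0.29 (SD, n = 4 arrays). The unequal changes argue against an equal loss of all these cells. A loss of some kinds of them and lower transcription within them cannot be told apart in either batch, because the list does not separate kinds of myeloid cells.

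The responses to retinoic acid and IL-1α against untreated had a correlation of 0.425 across the 18200 probes, which are not independent replicates. Both comparisons share the error of the untreated arrays, and with no effect of either treatment 100 simulations gave a median of 0.500, between 0.479 and 0.523, so this value alone does not show a shared response. With separate untreated arrays, retinoic acid in 1 batch and IL-1α in the other, the correlation was 0.327 and 0.350, where unchanged groups gave at most 0.0369. Leaving out each array gave 0.406 to 0.471 for the comparison with shared untreated arrays. Of 3021 probes called in both, 2584 had the same sign and 437 opposite signs, a balance that the shared untreated arrays favour.

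In the 5 proteinase families, 8 genes were more than 1.5-fold higher with IL-1α than with retinoic acid and called. Besides Ctsg and Ctsw, the log2 fold changes of retinoic acid over IL-1α were -2.70 for Mmp3 (-3.85 by its other probe), -1.67 for Mmp12, -1.40 for Capn6, -0.76 for Adamts6, -0.66 for Adamts7 and -0.64 for Mmp10. With retinoic acid Mmp12 was undetected on 2 of 4 arrays and Adamts6 and Adamts7 on 1 of 4, so these sizes are not exact. The Mmp3 probes had means of 13.96 and 14.20 with IL-1α, near the highest normalized value. Mmp10 rose with both treatments, by 2.16 with retinoic acid and by 2.79 with IL-1α.

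The remaining marker lists gave the following median log2 changes against untreated. All 6 retinoic acid response genes measured were called higher with retinoic acid. No median is given, because 4 of them were undetected on at least 3 of 4 untreated arrays. Cyp26b1 rose by 3.94, which is not an exact size, because it was near the top of the scale with retinoic acid in batch 2. Of the 6 IL-1 response genes measured, 4 were called higher with IL-1α, and 4 were called lower with retinoic acid. No median is given there either, because Nos2 was undetected on all untreated arrays and Saa3, Lcn2, Mmp3 and Cxcl1 were near the top of the scale with IL-1α. Ccl2 rose by 1.44 with IL-1α. Hypertrophic chondrocyte genes changed by -1.90 with retinoic acid and -2.05 with IL-1α. The medians with IL-1α were -0.85 for osteoblast, -0.95 for skeletal muscle and -1.73 for fat, each over 2 genes measured. Cell cycle genes changed by 0.02 with retinoic acid and -0.81 with IL-1α, where 5 of 5 were called lower. The fall was larger in batch 2. With IL-1α the 4 of them detected on all 12 arrays changed by -0.62 to -0.16 in batch 1 and by -1.45 to -1.08 in batch 2. Apoptosis and stress genes changed by -0.58 with retinoic acid and 0.69 with IL-1α. With IL-1α, osteoclast genes changed by 0.55, red blood cell genes by 0.35, neutrophil and myeloid genes by 0.33, macrophage genes by 0.69 and endothelial genes by -0.96. Some lists hold genes undetected on several arrays, so medians were also taken over only the genes detected on all 12 arrays. For retinoic acid and IL-1α they were 0.97 and 1.85 for 2 macrophage genes and -0.155 and 0.90 for 4 apoptosis and stress genes. They were -1.99 and -1.71 for 3 hypertrophic chondrocyte genes and -2.25 and -0.44 for 7 chondrocyte genes. For 1 skeletal muscle gene they were -1.45 and -1.26. Most genes of the chondrocyte list were near the top of the scale untreated, so its medians are not exact.

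The Xist probe ILMN_2475156 was detected on 12 of 12 arrays, at 6.13 to 8.01 in batch 1 and 8.24 to 9.56 in batch 2. The Eif2s3y probe ILMN_1241001 was detected on 6 of 6 arrays in batch 2 and 0 of 6 in batch 1, and no Ddx3y probe was detected on any array. The Uty probe ILMN_1228910 was detected on 12 of 12 arrays. The other 2 Uty probes, the other Eif2s3y probe and the other Xist probe were detected on 0 arrays. Over the 2 Y-linked genes measured, the median change was 0.04 with retinoic acid and 0.13 with IL-1α, and Xist changed by -1.26 and -0.83. The paper does not give the sex of the mice.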
